A study of Mus musculus with 12 samples.

How the data were processed

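RNA was sequenced from 12 cultures of mouse cells in 4 groups of 3: Pdgfra-positive adipose-derived stromal cells (ADSCs), induced stratified epithelial progenitor cells (iSEPs) converted in culture (in vitro iSEPs), iSEPs converted within the animal and then cultured (in vivo iSEPs), and primary keratinocytes. Per the labels, 3 animals gave the samples and the mouse number is the same in each group, so a number marks cells of the same animal and is used here as the replicate number. Per the labels' protocols, RNA was extracted with a Zymo Research column kit and libraries were made with an Illumina TruSeq RNA kit. Whether that kit marks the strand of the transcript is not given in the sources used here.

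The authors deposited a single table of FPKM values (fragments per kilobase of transcript, scaled to the depth of the library) for 24537 genes, with 3 decimals. Per the submitters' processing notes, FastQC 0.11.5, STAR 2.5.1b, HOMER (no version given) and the mm10 genome were used. Per the file headers, HOMER summed the reads of RefSeq exons on the transcript's strand, kept 1 entry per gene and scaled the values to FPKM. If the libraries do not mark strand, reads of overlapping or antisense genes cannot be assigned with certainty, and near-identical gene copies may share reads. Gene positions are those of the deposited table in mm10 and cover the listed transcript from start to end. The table also holds 3 columns of per-sample values that match no sample of the series as given here, and they were not used.

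Depth was read from the low FPKM values, which are whole multiples of what 1 read is worth in a gene of known length. With a tolerance of 0.15 reads, 99.6% to 100% of the low values of each library came out as whole reads, and the reads in listed genes came to between 21020000 and 27780000 per library. At that depth 10845 to 11349 genes reached 1 FPKM, and the 10 most abundant genes took 7.74% to 12.2% of the reads. Low genes rest on few reads, which limits their precision. FPKM are not counts, so no count model was used.

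Values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3. Genes with at least 1 FPKM in at least 3 of the 12 libraries were kept, which left 12364. A single linear model with 4 group means and no other term was fitted to all 12 libraries, with variances moderated towards a mean-dependent trend. Each of the 6 comparisons between groups was tested from that fit, two-sided. A gene is called at an adjusted p (Benjamini-Hochberg, over the genes kept) below 0.05. Every fold given as a log2 change is on the log2(FPKM + 1) scale, which understates the change of low genes, while folds given as ratios are ratios of mean FPKM. The fit pools the spread of the 4 groups, although the median SD of a gene on the log2 scale was 0.162 in ADSCs, 0.197 in in vitro iSEPs, 0.253 in in vivo iSEPs and 0.117 in keratinocytes.

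The design, the gene lists, the rule for named genes and the main alternatives were fixed before the data were examined. The 34 gene lists cover epithelial transcription factors, basal keratinocyte genes, suprabasal and cornified envelope genes, wound and stress keratins, epithelial junction and polarity genes, simple epithelial keratins, mesenchymal and fibroblast genes, mesenchymal transcription factors, adipose lineage, Hox genes, hair follicle and sebaceous genes, other stratified epithelia, pluripotency, cell cycle, p53 targets and senescence, interferon response, inflammatory cytokines and chemokines, cholesterol synthesis, glycolysis and hypoxia, TGF beta and YAP targets, the Notch pathway, the Wnt pathway, EGF receptors and ligands, immediate early genes, imprinted genes, markers of melanocytes, immune cells, endothelial cells and pericytes, muscle, neural and glial cells and erythroid cells, nuclear and histone transcripts, ribosomal proteins, and sex-linked genes. Some genes stand in more than 1 list. Members listed in the table under another symbol, such as Ccn1 and Ccn2, were matched by it, and Flg, Trdc, Rny1 and Rny3 were not matched.

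Lists with at least 3 kept genes, 31 of the 34, were tested with limma's camera at its preset correlation of 0.01, which asks whether a list moved relative to all other genes, with Benjamini-Hochberg adjustment within a comparison. For each list the members called over all genes are counted, beside the count adjusted over the list alone where it differs. Named genes are, per comparison, the 6 with the largest rise and the 6 with the largest fall among called genes whose 3 libraries do not overlap between the groups and whose higher group has a mean of at least 5 FPKM. Up to 4 called members with the largest change were taken from each list spoken of (or, where none was called, the member with the highest mean), and 13 genes are given throughout: Pdgfra, Vim, Col1a1, Cdh1, Epcam, Krt5, Krt14, Trp63, Grhl2, Tfap2a, Myc, Krt18 and Krt10. Any other named gene is said to have been chosen after its values were seen.

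Each library was also placed on the axis from the mean ADSC profile (0) to the mean keratinocyte profile (1) of the other 2 mice, over the kept genes, and both kinds of iSEP were compared on it with an exact two-sided permutation test. Genes at least 2-fold apart between keratinocytes and ADSCs were classed by their calls in each kind of iSEP. The comparisons share libraries. Overlaps of calls are set beside 50 simulations of unchanged groups.

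Because the mouse number marks the animal, the pairing was checked on deviations from the group means. The 18 pairs of libraries with the same number had correlations from -0.178 to 0.21 (median 0.045, 6 of 18 above 0.1), against -0.294 to 0.312 for pairs with different numbers. A fit with the mouse number as a block is an alternative. The other alternatives were pseudocounts of 0.1 and 5, no filter and a filter at 5 FPKM, quantile normalization, scaling to the same median, the 6 libraries of the 2 groups alone, another variance moderation, a 2-fold minimum, each mouse and each library left out, and for lists an estimated correlation and limma's fry, which tests a list against no change and not against the other genes. Weights by group, median scaling of the list tests, and single libraries left out of the list tests and the axis were added after seeing the data. The test code was run on data simulated from the real genes, for in vivo against in vitro iSEPs over 12364 genes. It called 75% of genes given a log2 change of 1 (100% in the right direction, median estimate 0.994). With a change of 2 it called 94% (median estimate 1.966). There were 6 false calls, 3.4% of calls. The real groups differed in spread, so these rates may not hold. Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 made the tables and matplotlib 3.10.9 the figures.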

Results

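Gene expression was measured by RNA sequencing in 12 cultures of mouse cells, 3 in each of 4 groups. ADSCs are Pdgfra-positive stromal cells from subcutaneous adipose tissue, grown with serum. In vitro iSEPs are induced stratified epithelial progenitor cells whose source, per the labels, is subcutaneous adipose tissue. In vivo iSEPs come from epithelial tissue that had been converted from mesenchyme within the animal. Keratinocytes come from back skin. These last 3 groups were grown in serum-free keratinocyte medium, so the medium changes together with every comparison against ADSCs. An estimated 21020000 to 27780000 reads per library fell in listed genes, and 10845 to 11349 genes reached 1 FPKM. Values are mean FPKM ± SD with n = 3 in each group, and adjusted p values of genes are from limma. A gene whose adjusted p misses the threshold is not thereby shown to be equal.

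The comparison of keratinocytes with ADSCs gives the span between the stromal cells and a primary epithelial cell of skin. Keratin genes were among those that rose most. Krt14 (mm10 chromosome 11, 100203162 to 100206030) was at 11370 ± 578 FPKM in keratinocytes and 5.6 ± 0.639 in ADSCs, a 2031-fold difference (adjusted p = 8.73e-11). Its partner Krt5 (chromosome 15, 101707070 to 101712891) was 1661-fold higher, at 8968 ± 422 against 5.4 ± 0.32 (adjusted p = 1.33e-09). The stress keratin gene Krt6a (2389 ± 321) was 2360-fold higher. Postn and Col1a1 went the opposite way. Postn (periostin) was at 1.19 ± 0.535 against 3048 ± 984 FPKM (log2 -10.42, adjusted p = 1.3e-07). Col1a1 (chromosome 11, 94936224 to 94953042) was at 1.98 ± 0.454 against 1739 ± 133 (log2 -9.20, adjusted p = 2.75e-08).

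Trp63, the master regulator of stratified epithelia, was at 34.9 ± 1.9 FPKM in keratinocytes and 0.0583 ± 0.0362 in ADSCs (adjusted p = 1.27e-07). Cdh1 (E-cadherin) was at 252 ± 37.2 and 0.151 ± 0.0263 (adjusted p = 1.57e-09), and Epcam at 146 ± 13.3 and 0.105 ± 0.0244 (adjusted p = 1.21e-05). The epithelial transcription factor genes Grhl2 (19.4 ± 1.18, adjusted p = 3.72e-09) and Tfap2a (24.7 ± 1.49, adjusted p = 8.91e-08) rose from 0.00667 ± 0.000577 and 0.051 ± 0.0348. Myc rose from 25.9 ± 6.76 to 63.1 ± 6.87 (adjusted p = 0.00158) and Krt18 from 1.28 ± 1.63 to 31.6 ± 5.07 (adjusted p = 0.0085). Krt10, the keratin of differentiating layers, had 0.818 ± 0.163 against 0.505 ± 0.0548 (adjusted p = 0.827). Pdgfra, the gene that defines the ADSCs, fell from 30.7 ± 13.2 to 0.835 ± 0.134 (adjusted p = 2.75e-06). Vim (vimentin) fell from 1295 ± 327 to 18.9 ± 0.926 (adjusted p = 5.34e-06).

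Of 18 epithelial transcription factors 17 rose in keratinocytes (camera adjusted p = 1.92e-09). With an estimated correlation this list had adjusted p = 0.081. Basal keratinocyte genes rose in 15 of 16 cases (adjusted p = 7.83e-13). Wound and stress keratins rose in 7 of 8 (adjusted p = 0.00022, and adjusted p = 0.222 with an estimated correlation). All 28 epithelial junction and polarity genes rose (adjusted p = 2.18e-16). Among 29 suprabasal and cornified envelope genes 20 rose (adjusted p = 0.000157, and adjusted p = 0.59 with an estimated correlation).

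Of 31 mesenchymal and fibroblast genes 29 fell in keratinocytes, or 30 adjusted over the list alone (adjusted p = 7.4e-18). With an estimated correlation this list had adjusted p = 0.198. Of 24 mesenchymal transcription factors 20 fell and 2 rose, or 21 and 2 adjusted over the list alone (adjusted p = 1.09e-10). Over all genes 6616 were called, 4061 higher and 2555 lower. The groups of 69.5% of genes did not overlap, where chance gives 10%.

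In vitro iSEPs against ADSCs ask what changed between stromal cells and the epithelial cells derived from that tissue. Krt5 was at 10270 ± 1276 FPKM against 5.4 ± 0.32 (1903-fold, adjusted p = 1.26e-09) and Krt14 at 9817 ± 1269 (1753-fold). Krt17 (5600 ± 732, 1797-fold), Krt6a (2234 ± 796, 2207-fold) and the desmosome gene Perp (2864 ± 793, 1715-fold) also rose. The hemidesmosome collagen gene Col17a1 (chromosome 19, 47646341 to 47692042) was at 1013 ± 122 against 0.658 ± 0.0585 (1538-fold, adjusted p = 1.41e-11). The largest fall was that of Sfrp1 (chromosome 8, 23411502 to 23449632), a secreted Wnt antagonist, at 0.178 ± 0.018 against 298 ± 225 (log2 -7.73, adjusted p = 3.45e-08). Col1a1 was at 11 ± 5.78 against 1739 ± 133 (log2 -7.33, adjusted p = 1.8e-07).

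Trp63 (chromosome 16, 25801916 to 25877143) stood at 78.7 ± 24.9 FPKM in in vitro iSEPs (adjusted p = 3.05e-08), Cdh1 at 185 ± 57.8 (adjusted p = 2.98e-09) and Epcam at 24.5 ± 11.3 (adjusted p = 4e-04). Grhl2 was at 14 ± 2.3 (adjusted p = 9.83e-09), Tfap2a at 22.2 ± 11.4 (adjusted p = 1.59e-07) and Myc at 108 ± 41.3 (adjusted p = 6.63e-05). Pdgfra fell to 3.24 ± 1.48 (adjusted p = 3.87e-05) and Vim to 102 ± 54 (adjusted p = 0.000181). Krt10 rose to 43.4 ± 45.3 (adjusted p = 0.00425), and Krt18 had 12.7 ± 10.4 (adjusted p = 0.0692).

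All 18 epithelial transcription factors rose in in vitro iSEPs (adjusted p = 8.11e-10, and adjusted p = 0.0711 with an estimated correlation). All 16 basal keratinocyte genes rose (adjusted p = 7.07e-13). Junction and polarity genes rose in 25 of 28 cases, or 26 adjusted over the list alone (adjusted p = 1.34e-14, and adjusted p = 0.0526 with an estimated correlation). Suprabasal genes rose in 27 of 29, or 28 adjusted over the list alone (adjusted p = 5.15e-07, and adjusted p = 0.383 with an estimated correlation). All 8 wound and stress keratins rose (adjusted p = 7.55e-05, and adjusted p = 0.224 with an estimated correlation).

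Mesenchymal and fibroblast genes fell in in vitro iSEPs in 28 of 31 cases and rose in 1 (adjusted p = 1.24e-13, and adjusted p = 0.246 with an estimated correlation). Of 24 mesenchymal transcription factors 18 fell and 2 rose, or 20 and 2 adjusted over the list alone (adjusted p = 2.05e-07). With an estimated correlation this list had adjusted p = 0.0711. The limb factor gene Pitx1 rose to 44.9 ± 23.2. Over all genes 6657 were called, 3973 higher and 2684 lower. The groups of 63.7% of genes did not overlap, where chance gives 10%.

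In vivo iSEPs were compared with ADSCs for the same contrast, with the conversion within the animal. Krt17 was at 4694 ± 1262 FPKM (1506-fold, adjusted p = 7.6e-11), Krt14 at 7399 ± 2028 (1321-fold) and Krt5 at 7489 ± 3543 (1387-fold). The matrix genes Postn and Col1a1 fell. Postn (chromosome 3, 54361107 to 54391041) was at 2.83 ± 2.83 against 3048 ± 984 (log2 -9.83, adjusted p = 2.42e-07) and Col1a1 at 1.92 ± 2.03 (log2 -9.43, adjusted p = 2.61e-08).

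Trp63 was at 98.6 ± 50.6 FPKM in in vivo iSEPs (adjusted p = 2.35e-08), Cdh1 at 131 ± 42.4 (adjusted p = 5.04e-09) and Epcam at 46.6 ± 60.6 (adjusted p = 0.000398). Grhl2 was at 13.3 ± 3.11 (adjusted p = 1.07e-08), Tfap2a at 15.2 ± 1.45 (adjusted p = 3.66e-07) and Myc at 67.4 ± 11.7 (adjusted p = 0.00114). Pdgfra (chromosome 5, 75156166 to 75198206) fell to 0.569 ± 0.669 (adjusted p = 1.71e-06) and Vim to 73.7 ± 64.9 (adjusted p = 6.19e-05). Krt10 had 9.99 ± 10.3 (adjusted p = 0.0515) and Krt18 33.6 ± 53.5 (adjusted p = 0.0789). The in vivo iSEPs of mouse 3 stood apart in Krt18, at 95.5 FPKM against 2.79 and 2.66. They also stood apart in Krt8, at 103 FPKM against 0.159 and 0.166.

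Of 18 epithelial transcription factors 17 rose in in vivo iSEPs, or 18 adjusted over the list alone (adjusted p = 1.22e-09, and adjusted p = 0.0747 with an estimated correlation). Basal keratinocyte genes rose in 15 of 16 cases (adjusted p = 2.76e-14). Junction and polarity genes rose in 25 of 28 (adjusted p = 5.83e-15, and adjusted p = 0.0519 with an estimated correlation). Suprabasal genes rose in 19 of 29, or 24 adjusted over the list alone (adjusted p = 1.2e-05, and adjusted p = 0.445 with an estimated correlation). Wound and stress keratins rose in 6 of 8, or 7 adjusted over the list alone (adjusted p = 0.00033, and adjusted p = 0.213 with an estimated correlation).

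Of 31 mesenchymal and fibroblast genes 30 fell and 1 rose in in vivo iSEPs (adjusted p = 7.51e-17, and adjusted p = 0.186 with an estimated correlation). Of 24 mesenchymal transcription factors 19 fell and 1 rose (adjusted p = 6.08e-09, and adjusted p = 0.0537 with an estimated correlation). Over all genes 5888 were called, 3412 higher and 2476 lower. The groups of 54.2% of genes did not overlap, where chance gives 10%.

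**Figure D1:**
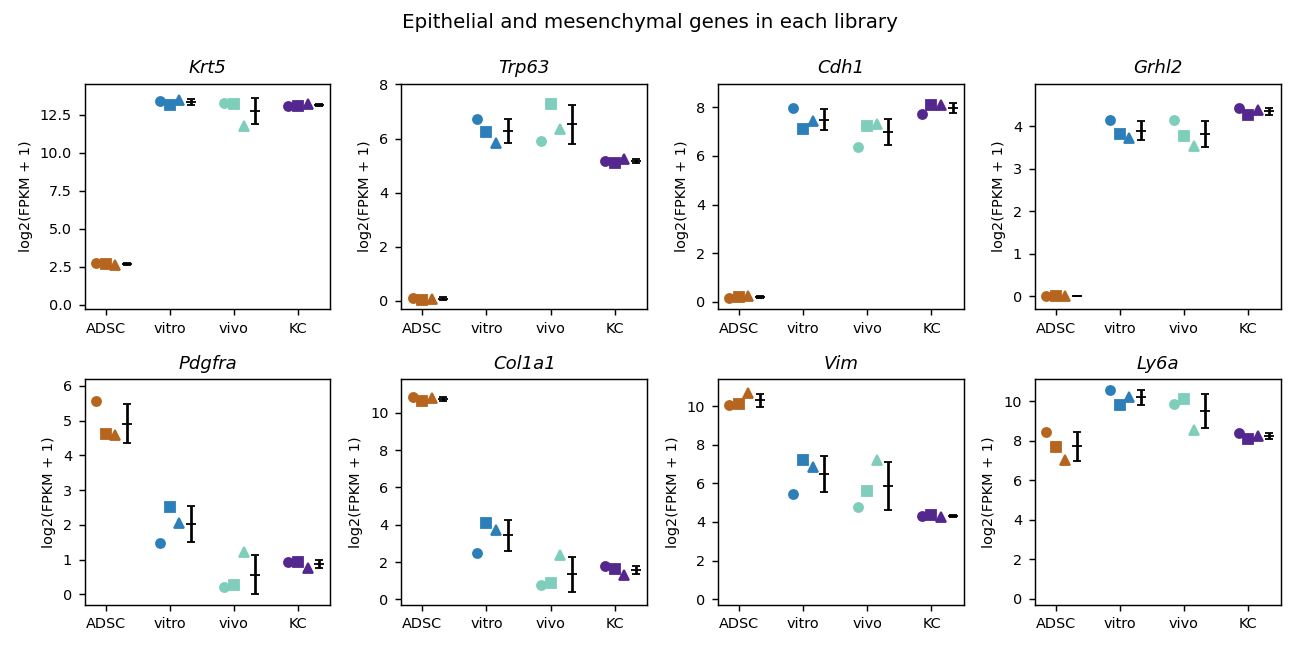
Expression as log2(FPKM + 1) of 4 epithelial and 4 stromal genes in each library of the 4 groups (circle, square and triangle for mice 1, 2 and 3; bar and whisker for mean ± SD, n = 3). Mean Krt5 was 5.4 FPKM in ADSCs and 7489 to 10270 in the other groups, and mean Col1a1 was 1739 FPKM in ADSCs and 1.92 to 11 in the other groups.

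The counts against ADSCs depend on the scaling, since the median log2 difference of all genes was 0.148 for in vitro iSEPs, 0.136 for in vivo iSEPs and 0.184 for keratinocytes. Relative to a common median, 47.3% of called genes were higher in in vitro iSEPs in place of 59.7%, 48.1% in in vivo iSEPs in place of 57.9% and 46.8% in keratinocytes in place of 61.4%. No list's call changed direction under median scaling or quantile normalization, which ended those of imprinted genes in in vitro iSEPs and of cell cycle genes between both kinds of iSEP. Of the lists past the threshold against ADSCs, the estimated correlation kept basal keratinocyte genes in each comparison (highest adjusted p = 0.0227). In keratinocytes it also kept junction genes and mesenchymal transcription factors (adjusted p = 0.0306 for each). In every comparison it gave the highest adjusted p over the alternatives run of the lists past the threshold, except for 4 of in vivo against in vitro iSEPs, whose highest is given with them.

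In the order in vitro iSEPs, in vivo iSEPs, keratinocytes, 103 of 125, 98 of 120 and 101 of 115 calls of named genes against ADSCs held in every alternative run. Among the genes above, Krt10 in in vitro iSEPs lost its call without mouse 1 or 3 (highest adjusted p = 0.064). Pitx1 in in vitro iSEPs (highest adjusted p = 0.0525) and Krt18 in keratinocytes (highest adjusted p = 0.0748) lost it without mouse 2. Leaving out mouse 2 also gave the lowest of the counts without a mouse, 4295, 3486 and 3920 genes in that order. For in vitro iSEPs the list calls of EGF receptor and ligand genes (adjusted p = 0.132), imprinted (0.065) and ribosomal protein genes (0.302) against ADSCs were lost without mouse 1.

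Lists of signalling genes are given against ADSCs in the same order. Notch pathway genes rose in 9 of 11 cases in in vitro iSEPs (adjusted p = 0.011, and adjusted p = 0.236 with an estimated correlation). In in vivo iSEPs 9 rose (adjusted p = 0.00103, and adjusted p = 0.128 with an estimated correlation). In keratinocytes 8 rose (adjusted p = 0.0105, and adjusted p = 0.222 with an estimated correlation). In each comparison 1 fell, or 2 in in vitro iSEPs adjusted over the list alone.

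TGF beta and YAP targets fell in 16 of 20 cases in in vitro iSEPs (adjusted p = 1.15e-05, and adjusted p = 0.35 with an estimated correlation). In in vivo iSEPs 10 fell (adjusted p = 0.000746, and adjusted p = 0.445 with an estimated correlation). In keratinocytes 14 fell and 1 rose (adjusted p = 8.06e-05, and adjusted p = 0.431 with an estimated correlation).

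EGF receptor and ligand genes rose in 6 of 9 cases in in vitro iSEPs (adjusted p = 0.0346, and adjusted p = 0.35 with an estimated correlation). That call was lost without the ADSCs of mouse 1 (adjusted p = 0.0519) or the in vitro iSEPs of mouse 1 (0.0732), and with a filter at 5 FPKM (0.0678). In in vivo iSEPs 5 rose (adjusted p = 0.0186, and adjusted p = 0.272 with an estimated correlation), and 5 in keratinocytes (adjusted p = 0.0508).

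Wnt pathway genes moved in both directions. Of 18, 10 rose and 5 fell in in vitro iSEPs (adjusted p = 0.398), 11 and 5, or 12 and 5 adjusted over the list alone, in in vivo iSEPs (adjusted p = 0.201), and 12 and 6 in keratinocytes (adjusted p = 0.444). Immediate early genes split as well. Of 16, 8 rose and 3 fell (adjusted p = 0.731), 4 and 6 (adjusted p = 0.38), and 6 and 6 (adjusted p = 0.484). In the last 2 the median was positive while the mean and the test ran down.

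Of 20 inflammatory cytokine and chemokine genes 6 rose and 5 fell (adjusted p = 0.913), 5 and 7, or 6 and 7 adjusted over the list alone (adjusted p = 0.513), and 6 and 4 (adjusted p = 0.958). The list's median was positive in each comparison, while the test ran down in both kinds of iSEP and the mean was negative in in vivo iSEPs and keratinocytes. Of 20 interferon response genes 2 fell in in vitro iSEPs (adjusted p = 0.503). In in vivo iSEPs 8 fell, or 7 adjusted over the list alone (adjusted p = 0.000696, and adjusted p = 0.568 with an estimated correlation). In keratinocytes 6 fell, or 2 adjusted over the list alone (adjusted p = 0.00668, and adjusted p = 0.702 with an estimated correlation), a call lost with a filter at 5 FPKM (adjusted p = 0.0802).

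Hox genes mark body position. Against ADSCs 13 of 26 fell and 2 rose in in vitro iSEPs (adjusted p = 0.0134, and adjusted p = 0.35 with an estimated correlation). For in vivo iSEPs 14 fell and 5 rose (adjusted p = 0.00187, and adjusted p = 0.272 with an estimated correlation). In keratinocytes 11 fell and 4 rose, or 12 and 4 adjusted over the list alone (adjusted p = 0.00668, and adjusted p = 0.344 with an estimated correlation). Hoxc10, at 34.2 ± 4.88 in ADSCs, was at 0.0123 ± 0.0214 in in vivo iSEPs and listed at 0 in all 3 keratinocyte libraries.

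Imprinted genes fell in 7 of 14 cases and rose in 2 in in vitro iSEPs, or 9 and 2 adjusted over the list alone (adjusted p = 0.044, and adjusted p = 0.66 with an estimated correlation). Their call was lost without the ADSCs of mouse 1 (adjusted p = 0.069) and without the in vitro iSEPs of mouse 1 (0.0632) or 3 (0.0563). It was also lost with median scaling (adjusted p = 0.103), quantile normalization (0.0962), a filter at 5 FPKM (0.0678) and a pseudocount of 0.1 (0.0564). For in vivo iSEPs 9 fell and 1 rose, or 10 and 1 adjusted over the list alone (adjusted p = 0.00187, and adjusted p = 0.429 with an estimated correlation). In keratinocytes 8 fell (adjusted p = 0.00549, and adjusted p = 0.497 with an estimated correlation).

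Of 8 adipose lineage genes 5 rose and 2 fell (adjusted p = 0.731), 4 and 3 (adjusted p = 0.895), and 3 and 2 (adjusted p = 0.958). In the last 2 the median was positive while the test ran down, and the mean was negative in in vivo iSEPs. Pparg, the regulator of fat cell formation, fell from 5.95 ± 0.753 to 0.045 ± 0.0599, 0.0117 ± 0.0202 and 0.0123 ± 0.0214.

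Among metabolic and growth lists, cholesterol synthesis genes rose against ADSCs in 8, 6 and 12 of 23 cases and fell in 2 of each (adjusted p = 0.133, 0.256 and 0.0793), with 13 rises in keratinocytes adjusted over the list alone. Glycolysis and hypoxia genes rose in 3, 4 and 3 of 22 and fell in 6, 4 and 5 (adjusted p = 0.147, 0.99 and 0.169), with 3 rises in in vivo iSEPs adjusted over the list alone. Of 35 cell cycle genes 2 fell, 2 fell and 7 rose (adjusted p = 0.0539, 0.256 and 0.955), and in keratinocytes the mean was positive while the median and the test ran down. Adjusted over the list alone limma called 0 in each, and 2, 2 and 14 had an unadjusted p under 0.05. With the mouse number as a block the first list test passed (adjusted p = 0.0436). Targets of p53 and senescence genes rose in 6, 7 and 6 of 21 and fell in 3, 3 and 4 (adjusted p = 0.472, 0.513 and 0.914).

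Ribosomal protein genes rose in 14 of 26 cases in in vitro iSEPs, or 15 adjusted over the list alone (adjusted p = 0.0424, and adjusted p = 0.777 with an estimated correlation). The call was lost without the ADSCs of mouse 1 (adjusted p = 0.116) or 3 (0.0716). It was also lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.142) or 3 (0.0519), with a filter at 5 FPKM (0.0754) and with a pseudocount of 0.1 (0.0564). Against ADSCs 1 rose in in vivo iSEPs, or 0 adjusted over the list alone (adjusted p = 0.253), with 3 at an unadjusted limma p under 0.05. In keratinocytes 0 rose (adjusted p = 0.617) and 1 had an unadjusted limma p under 0.05, with median and mean above 0 while the test ran down.

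Markers of other cell types were compared in the same order. Of 5 simple epithelial keratins 1, 1 and 4 rose and 1 fell in each (adjusted p = 0.658, 0.714 and 0.422). Hair follicle and sebaceous genes rose in 8, 8 and 9 of 12 cases and fell in 2 of each (adjusted p = 0.179, 0.0774 and 0.053). Genes of other stratified epithelia rose in 2, 3 and 2 of 5, or 4, 3 and 2 adjusted over the list alone (adjusted p = 0.154, 0.115 and 0.374). Immune markers rose in 1, 1 and 0 of 4 and fell in 2 of each (adjusted p = 0.552, 0.513 and 0.25). The macrophage gene Lyz2 was at 50.5 FPKM in the ADSCs of mouse 2 against 4.54 and 7.93 in those of mice 1 and 3. Endothelial and pericyte markers rose in 2, 2 and 1 of 4, or 2, 3 and 1 adjusted over the list alone, and fell in 1 of each (adjusted p = 0.675, 0.393 and 0.958).

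Muscle markers rose in 1 of 4 cases and fell in 3, 2 and 2, or 3, 3 and 2 adjusted over the list alone (adjusted p = 0.147, 0.253 and 0.341). Neural and glial markers rose in 3 of 5 and fell in 2, 1 and 2 (adjusted p = 0.463, 0.28 and 0.266). Of 6 nuclear and histone transcripts 0, 0 and 1 rose and 0, 0 and 1 fell (adjusted p = 0.731, 0.946 and 0.892), with 1, 1 and 2 at an unadjusted limma p under 0.05. Adjusted over the list alone 0 rose. Its test ran down against a positive mean in in vitro iSEPs and keratinocytes, and against a positive median in keratinocytes. Of 5 sex-linked genes 0 were called in each (adjusted p = 0.552, 0.792 and 0.848), and 0 had an unadjusted limma p under 0.05. Of 2 melanocyte markers kept limma called 0, with 0, 0 and 1 at an unadjusted p under 0.05. Pluripotency kept Sox2 alone, which rose in in vivo iSEPs. Erythroid markers kept 0 genes, and the globin genes were listed at 0 in all 12 libraries.

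On the axis from the mean ADSC profile (0) to the mean keratinocyte profile (1) of the other 2 mice, in vitro iSEPs stood at 0.881 ± 0.041 and in vivo iSEPs at 0.851 ± 0.042 (SD, n = 3). ADSCs stood at 0.0138 ± 0.0124 and keratinocytes at 0.992 ± 0.005. The difference of in vivo from in vitro iSEPs was -0.0292, less than the SD of either group (exact two-sided permutation p = 0.4). The smallest p that 3 against 3 allows is 0.1. In each mouse the in vivo library stood lower (exact paired permutation p = 0.25, the smallest that 3 pairs allow). The difference ran from -0.0106 without the in vitro iSEPs of mouse 1 to -0.0529 without the in vivo iSEPs of mouse 1.

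**Figure D2:**
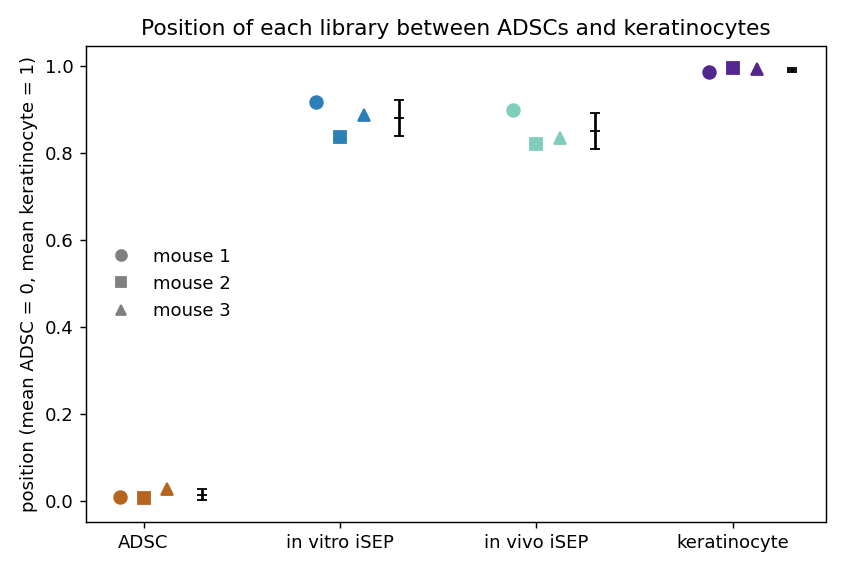
Position of each library on the axis from the mean ADSC profile (0) to the mean keratinocyte profile (1), without units, for the 4 groups; circle, square and triangle mark mice 1, 2 and 3, and bars give mean ± SD (n = 3). In vitro iSEPs lie between 0.836 and 0.918 and in vivo iSEPs between 0.82 and 0.899.

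Of the 1816 genes at least 2-fold higher in keratinocytes than in ADSCs, 1273 (70.1%) reached the keratinocyte level in in vitro iSEPs and 1287 (70.9%) in in vivo iSEPs. Reached means called against ADSCs but not against keratinocytes, which does not show equal levels. Of the 1585 genes lower in keratinocytes 1275 (80.4%) and 1311 (82.7%) did so. Genes called against keratinocytes and not ADSCs numbered 141 higher and 75 lower in in vitro and 114 and 55 in in vivo iSEPs. Both kinds of iSEP shared 3016 genes higher and 2194 lower than in ADSCs, where independence gives 1096 and 537. They shared 245 higher and 317 lower than in keratinocytes, where independence gives 22 and 31. Simulations of unchanged groups gave 0 and 0, then 0.02 and 0.02. These are too few to size the part of the excess that shared controls may give.

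**Figure D3:**
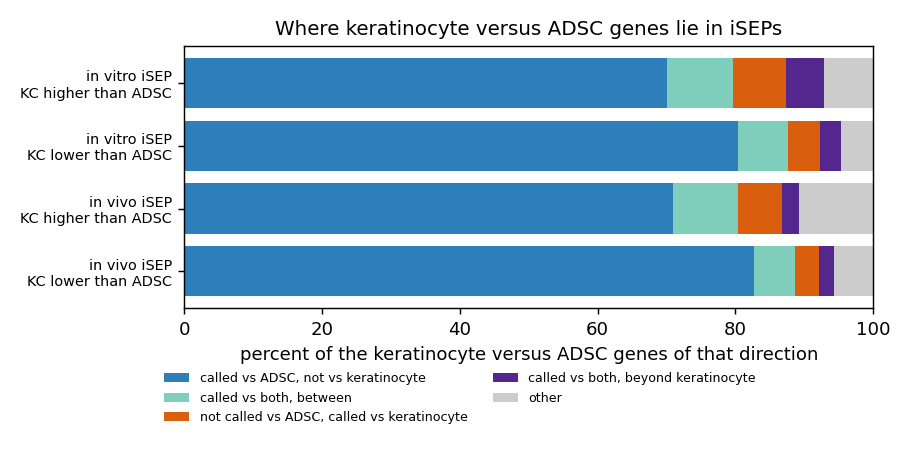
Percent of genes at least 2-fold higher (1816) or lower (1585) in keratinocytes than in ADSCs, as stacked bars for each kind of iSEP. Their classes are called against ADSCs but not keratinocytes, lie between, not moved from ADSCs, beyond keratinocytes, or other. Among higher genes 70.1% in in vitro and 70.9% in in vivo iSEPs fall in the first class, and among lower genes 80.4% and 82.7%.

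In vitro iSEPs were then compared with keratinocytes, which were grown in the same medium. The coagulation inhibitor gene Tfpi (chromosome 2, 84432860 to 84474174) was at 33.5 ± 6.56 FPKM in in vitro iSEPs and 0.995 ± 0.457 in keratinocytes (log2 4.12, adjusted p = 2.49e-06). Postn (36.9 ± 26 against 1.19 ± 0.535, log2 3.80, adjusted p = 0.00422) was also higher. The epidermal protease gene Klk6 (chromosome 7, 43825450 to 43832027) was lower, at 1.65 ± 1.96 against 85.2 ± 13.9 (log2 -5.26, adjusted p = 0.000921).

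Other large changes rested on single libraries. Wnt3 (log2 4.33, adjusted p = 0.0144) had an adjusted p of 0.0523 to 0.0551 without the keratinocytes of mouse 2 or 3. Without the in vitro iSEPs of mouse 1 or 3 or any keratinocyte library, Krt10 (log2 3.71, adjusted p = 0.0302) had 0.0769 to 0.0979. Without the same libraries the chemokine gene Ppbp (log2 -4.80, adjusted p = 0.0243) had 0.0687 to 0.0795 and Acta1 (log2 -4.50, adjusted p = 0.0435) 0.11 to 0.14. With the mouse number as a block Acta1 had 0.0581.

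Krt5 and Krt14 did not pass the test between in vitro iSEPs and keratinocytes (adjusted p = 0.765 and 0.561). Nor did Cdh1 (adjusted p = 0.263), Grhl2 (0.098), Tfap2a (0.563), Myc (0.102), Krt18 (0.392) and Pdgfra (0.0579). Col1a1 was higher in in vitro iSEPs (log2 1.87, adjusted p = 0.0235), as was Vim (log2 2.19, adjusted p = 0.0319). Without the in vitro iSEPs of mouse 2 or 3 or any keratinocyte library these had 0.0561 to 0.0842 and 0.0845 to 0.102. Trp63 was higher (log2 1.10, adjusted p = 0.0402), with 0.0582 under the mouse number as a block. It had 0.0803 to 0.127 without the in vitro iSEPs of mouse 1 or 2 or any keratinocyte library. Epcam was lower (log2 -2.61, adjusted p = 0.0435), with 0.0592 under the block and 0.0524 to 0.122 without any of the 6 libraries. Over all alternatives the highest adjusted p of genes whose call rested on a library ran from 0.119 (Wnt3) to 0.317 (Vim).

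Mesenchymal and fibroblast genes were more abundant in in vitro iSEPs than in keratinocytes. Of 31, 15 were higher and 1 lower, or 22 and 1 adjusted over the list alone (adjusted p = 1.43e-10, and adjusted p = 0.762 with an estimated correlation). Sparc was at 245 ± 25.3 against 25.5 ± 23. Of 24 mesenchymal transcription factors 7 were higher and 1 lower, or 10 and 1 adjusted over the list alone (adjusted p = 2.67e-05, and adjusted p = 0.592 with an estimated correlation). Tbx15 was at 8.76 ± 3.41 against 0.341 ± 0.0175 and Twist1 at 7.15 ± 2.6 against 0.717 ± 0.00493. Hox genes went both ways, with 8 of 26 higher and 8 lower, or 11 and 9 adjusted over the list alone (adjusted p = 0.367). Hoxc10 (9.85 ± 2.22, listed at 0 in keratinocytes), Hoxa9 (6.55 ± 3.27 against 0.0883 ± 0.0112) and Hoxc9 (log2 2.27) were higher. Hoxb2 was lower (log2 -2.13, adjusted p = 0.000412).

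Suprabasal genes were higher than in keratinocytes in 5 of 29 cases and lower in 2, or 10 and 3 adjusted over the list alone (adjusted p = 0.0221, and adjusted p = 0.762 with an estimated correlation). The call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.513) or 3 (0.0505) or the keratinocytes of mouse 3 (0.0712), and with a filter at 5 FPKM (0.0625). Cell cycle genes were lower in 5 of 35, or 11 adjusted over the list alone (adjusted p = 0.00474, and adjusted p = 0.78 with an estimated correlation). Immediate early genes were higher in 3 of 16 and lower in 1, or 7 and 2 adjusted over the list alone (adjusted p = 0.0169, and adjusted p = 0.762 with an estimated correlation). That call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.221). Fos was at 39.3 ± 1.17 against 15.5 ± 2.54.

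Interferon response genes ran up with 0 of 20 called by limma and 3 at an unadjusted p under 0.05 (adjusted p = 0.000416, and adjusted p = 0.762 with an estimated correlation). Without the in vitro iSEPs of mouse 1 the call was lost (adjusted p = 0.284). In that library Isg15 was at 88.9 FPKM, against 3.02 and 0.482 in those of mice 2 and 3. Ribosomal protein genes ran up with 1 of 26 called (adjusted p = 9.1e-07, and adjusted p = 0.762 with an estimated correlation). Basal keratinocyte genes had 1 of 16 higher and 5 lower, or 1 and 6 adjusted over the list alone (adjusted p = 0.103). Epithelial transcription factors had 4 of 18 higher and 2 lower, or 7 and 5 adjusted over the list alone (adjusted p = 0.514). Junction genes had 1 of 28 and 4, or 6 and 6 adjusted over the list alone (adjusted p = 0.823). The cell cycle inhibitor gene Cdkn2a was higher, at 103 ± 39.8 against 19.2 ± 4.05 (adjusted p = 0.00769).

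Over all genes 1403 were called between in vitro iSEPs and keratinocytes, 646 higher and 757 lower, with 3470 at an unadjusted p under 0.05. The groups of 40.8% of genes did not overlap, where chance gives 10%. With the mouse number as a block 13 in place of 15 mesenchymal and fibroblast genes were higher and 3 in place of 5 cell cycle genes lower. Without mouse 1 the list calls of suprabasal (adjusted p = 0.354), immediate early (0.284) and interferon genes (0.307) were lost, and without mouse 3 that of suprabasal genes (0.145). With median scaling 51% of the called genes were higher in place of 46%. The count was 2521 with weights by group and 751 without the in vitro iSEPs of mouse 3. It was 759, 524 and 621 without the keratinocytes of mouse 1, 2 or 3, and 193 and 425 without mouse 2 or 3. Of 80 calls of named genes 17 held in every alternative run. Without mouse 2 the calls of Sparc (adjusted p = 0.106), Twist1 (0.0585), Cdkn2a (0.129) and Postn (0.104) were lost, as was Fos without mouse 3 (0.0767).

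In vivo iSEPs against keratinocytes set cells converted within the animal beside primary cells of back skin. Tfpi was higher here too, at 61 ± 9.74 against 0.995 ± 0.457 FPKM (log2 4.97, adjusted p = 4.21e-07). The lipase gene Mgll (chromosome 6, 88724412 to 88828360) was at 37.6 ± 14.4 against 0.418 ± 0.414 (log2 4.74, adjusted p = 0.000183). The transcript 1500009L16Rik (chromosome 10, 83722865 to 83762762) was at 24.6 ± 7.6 against 0.00933 ± 0.0162 (log2 4.62, adjusted p = 0.000446). Rpl39l (143 ± 91.8 against 0.0417 ± 0.0415, log2 6.90, adjusted p = 0.006) and the smooth muscle actin gene Actg2 (log2 5.07, adjusted p = 0.000477) lost their calls without mouse 2 (adjusted p = 0.23 and 0.0816).

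Klk6 was lower in in vivo iSEPs, at 2.87 ± 3.97 against 85.2 ± 13.9 (log2 -4.98, adjusted p = 0.00137). Lcn2 (log2 -4.37, adjusted p = 0.000432), Ltf (log2 -4.11, adjusted p = 0.00199) and Prl2c5 (log2 -4.68, adjusted p = 0.00834) were lower too. Without mouse 2 these calls were lost (adjusted p = 0.0816, 0.0721, 0.0889 and 0.32). Ppbp (log2 -4.67, adjusted p = 0.035) and the protease gene Klk8 (log2 -4.18, adjusted p = 0.0357) rested on single libraries. Without the in vivo iSEPs of mouse 1 or 2 or any keratinocyte library they had 0.0503 to 0.12 and 0.0613 to 0.113, and Ppbp had 0.0546 with the mouse number as a block.

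Between in vivo iSEPs and keratinocytes Krt5 (adjusted p = 0.539), Krt14 (0.103), Grhl2 (0.073), Tfap2a (0.158), Epcam (0.0626) and Myc (0.901) did not pass the test. Nor did Krt18 (adjusted p = 0.445), Krt10 (0.199), Vim (0.129), Pdgfra (0.671) and Col1a1 (0.829). Trp63 was higher, at 98.6 ± 50.6 against 34.9 ± 1.9 (log2 1.35, adjusted p = 0.0216). It had 0.0514 to 0.0875 without the in vivo iSEPs of mouse 2 or any keratinocyte library. Cdh1 (chromosome 8, 106603350 to 106670247) was lower, at 131 ± 42.4 against 252 ± 37.2 (log2 -0.98, adjusted p = 0.0459). It had 0.0708 with the mouse number as a block, 0.0849 with median scaling, and 0.0642 to 0.164 without the in vivo iSEPs of mouse 1 or 2 or any keratinocyte library.

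Junction and polarity genes were lower than in keratinocytes in 8 of 28 cases, or 14 lower and 1 higher adjusted over the list alone (adjusted p = 6.91e-05, and adjusted p = 0.638 with an estimated correlation). The tight junction gene Ocln was at 2.97 ± 1.88 against 13.3 ± 1.1. Of 18 epithelial transcription factors 1 was higher and 2 lower, or 2 and 6 adjusted over the list alone (adjusted p = 0.136).

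Mesenchymal transcription factors were higher in 3 of 24 cases and lower in 1 (adjusted p = 0.00765, and adjusted p = 0.638 with an estimated correlation). Tbx15 (chromosome 3, 99253760 to 99354260) was at 23 ± 9.42 against 0.341 ± 0.0175 (adjusted p = 7.57e-05) and Twist1 at 12.3 ± 6.54. Mesenchymal and fibroblast genes were higher in 4 of 31, or 9 with 5 lower adjusted over the list alone (adjusted p = 0.0938). Sparc was at 433 ± 247. The fibronectin gene Fn1, chosen after its values were seen, was at 1039 FPKM in the in vivo iSEPs of mouse 3 against 39.7 and 75.9. Hox genes went both ways, with 5 of 26 higher and 4 lower, or 6 and 8 adjusted over the list alone (adjusted p = 0.957), a positive mean and a negative median.

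Endothelial and pericyte markers were higher than in keratinocytes in 2 of 4 cases, or 3 adjusted over the list alone (adjusted p = 0.00251, and adjusted p = 0.201 with an estimated correlation). Glycolysis and hypoxia genes were higher in 1 of 22 and lower in 1, or 3 and 1 adjusted over the list alone (adjusted p = 0.00194, and adjusted p = 0.638 with an estimated correlation). Ribosomal protein genes ran up with 0 of 26 called by limma and 2 at an unadjusted p under 0.05 (adjusted p = 0.000364, and adjusted p = 0.877 with an estimated correlation).

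Over all genes 925 were called between in vivo iSEPs and keratinocytes, 421 higher and 504 lower, with 2794 at an unadjusted p under 0.05. The groups of 27.8% of genes did not overlap, where chance gives 10%. With median scaling 56.5% of the called genes were higher in place of 45.5%. Without mouse 1 the list calls of endothelial and pericyte markers (adjusted p = 0.0672) and ribosomal proteins (0.148) were lost, and without mouse 3 that of mesenchymal transcription factors (0.055). The count was 424 with these 6 libraries alone and 35 without mouse 2. It was 1676, 395 and 1609 without the in vivo iSEPs of mouse 1, 2 or 3, and 608, 358 and 424 without the keratinocytes of mouse 1, 2 or 3. Of 68 calls of named genes 8 held in every alternative run. Without mouse 2 the calls of Ocln (adjusted p = 0.214), Twist1 (0.0903) and Sparc (0.141) were lost. Over all alternatives the highest adjusted p of genes whose call rested on a library ran from 0.233 (Ppbp) to 0.462 (Klk8).

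In vivo iSEPs were compared directly with in vitro iSEPs, the contrast between conversion in the animal and in culture. Hoxc10 (chromosome 15, 102966796 to 102971897) was at 0.0123 ± 0.0214 FPKM in in vivo and 9.85 ± 2.22 in in vitro iSEPs (log2 -3.40, adjusted p = 5.25e-06). Hoxa9 (chromosome 6, 52223097 to 52227370) was at 0.0243 ± 0.0331 and 6.55 ± 3.27 (log2 -2.76, adjusted p = 0.0019). Hoxa10 (log2 -2.17, adjusted p = 0.00441) and Hoxc9 (log2 -1.87, adjusted p = 0.00154) were lower too. Hoxb2 was higher in in vivo iSEPs, at 4.7 ± 1.46 against 0.547 ± 0.341 (log2 1.88, adjusted p = 0.00344). As a list 2 of 26 Hox genes were higher and 5 lower, or 8 and 8 adjusted over the list alone (adjusted p = 0.345). Hoxc10 held its call in all 18 alternatives (highest adjusted p = 0.0192), the sole gene of 46 named calls to do so. The other calls were lost with these 6 libraries alone or without a mouse by Hoxa9 (highest adjusted p = 0.16), Hoxa10 (0.187), Hoxc9 (0.126) and Hoxb2 (0.161).

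**Figure D4:**
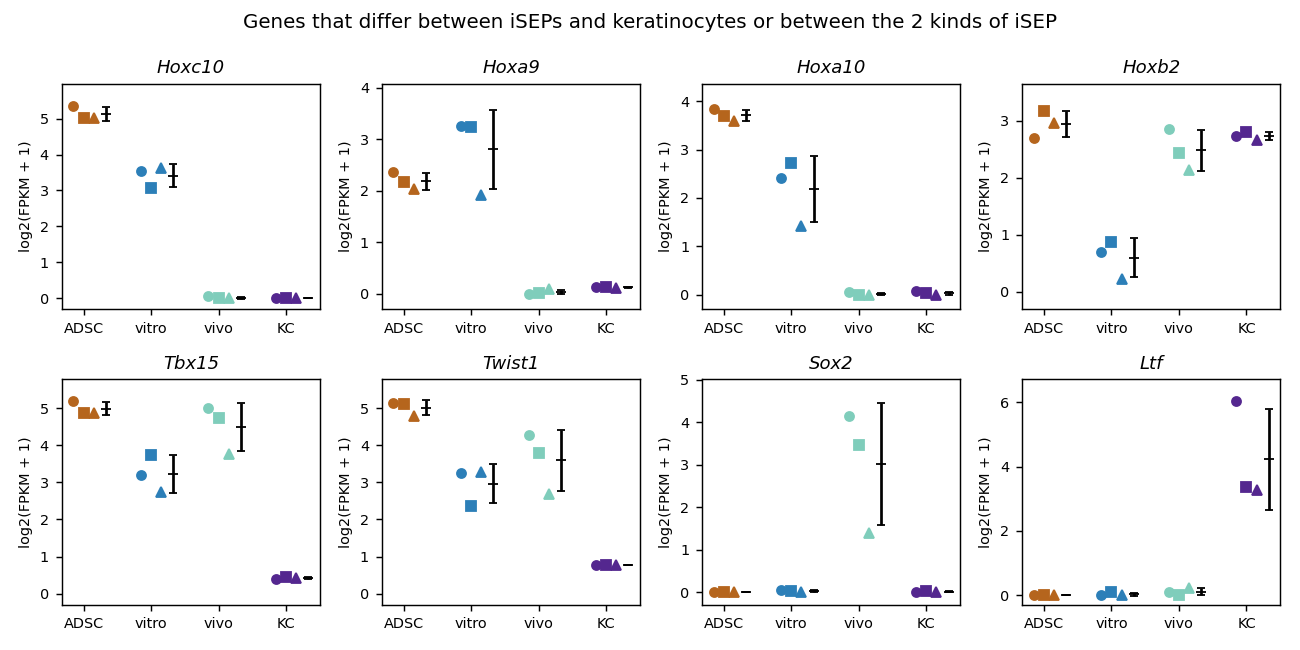
Expression as log2(FPKM + 1) of 8 genes, most of them positional factors, in each library of the 4 groups (circle, square and triangle for mice 1, 2 and 3; bar and whisker for mean ± SD, n = 3). Hoxc10 averaged 34.2 FPKM in ADSCs, 9.85 in in vitro iSEPs and 0.0123 in in vivo iSEPs, and was listed at 0 in keratinocytes, while Sox2 averaged 9.48 FPKM in in vivo iSEPs and at most 0.0153 in the other groups.

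Other genes higher in in vivo than in in vitro iSEPs depended on a few libraries. The transcript 1500009L16Rik was at 24.6 ± 7.6 against 2.16 ± 2.99 (log2 3.38, adjusted p = 0.0106, highest 0.24). The contractile gene Tagln (chromosome 9, 45929628 to 45936058) was at 467 ± 387 against 31.1 ± 16.6 (log2 3.40, adjusted p = 0.0435). It had 0.0604 to 0.173 without the in vitro iSEPs of mouse 1 or 3 or the in vivo iSEPs of mouse 2 or 3. Actg2 was at 64.1 ± 44.8 against 5.86 ± 1.29 (log2 3.00, adjusted p = 0.0247). The transcription factor gene Sox2 (chromosome 3, 34649995 to 34652460) was at 9.48 ± 7.61 against 0.0153 ± 0.016 (log2 2.98, adjusted p = 0.0199). Without the in vitro iSEPs of mouse 3 or the in vivo iSEPs of mouse 2, Actg2 had 0.0762 to 0.111 and Sox2 0.0754 to 0.0852.

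The collagen gene Col3a1 was lower in in vivo iSEPs, at 1.42 ± 1.42 against 15.2 ± 2.75 (log2 -2.88, adjusted p = 0.00878, highest 0.189). The haptoglobin gene Hp (log2 -3.27, adjusted p = 0.0137) and Col6a1 (log2 -3.01, adjusted p = 0.0236) were lower too. Without the in vitro iSEPs of mouse 3 or the in vivo iSEPs of mouse 2 they had 0.0505 to 0.054 and 0.0734 to 0.08. Postn (log2 -3.21, adjusted p = 0.0324), Col1a2 (log2 -3.13, adjusted p = 0.0324) and Col1a1 (log2 -2.10, adjusted p = 0.0468) were also lower. Without the in vitro iSEPs of mouse 2 or 3 or the in vivo iSEPs of mouse 1 or 2 they had 0.0542 to 0.144, 0.0501 to 0.134 and 0.0802 to 0.179. The ceruloplasmin gene Cp (log2 -2.92, adjusted p = 0.0433) had 0.0595 to 0.161 without any in vitro library or the in vivo iSEPs of mouse 1 or 2. With the mouse number as a block Col6a1 had 0.0504, Postn 0.0504, Col1a2 0.0532, Col1a1 0.065 and Cp 0.073. With median scaling Col1a1 had 0.0556 and Cp 0.0505, as had Tagln. Over all alternatives the highest adjusted p of these genes and those higher in in vivo iSEPs ran from 0.189 (Col3a1) to 0.43 (Col1a1).

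Of the genes given throughout, Krt5 (adjusted p = 0.46), Krt14 (0.399), Trp63 (0.773), Cdh1 (0.409), Epcam (0.98) and Grhl2 (0.871) did not pass the test between both kinds of iSEP. Nor did Tfap2a (adjusted p = 0.526), Myc (0.287), Krt18 (0.998), Krt10 (0.504), Vim (0.668) and Pdgfra (0.071).

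Mesenchymal and fibroblast genes were lower in in vivo than in in vitro iSEPs in 8 of 31 cases, or 14 lower and 1 higher adjusted over the list alone (adjusted p = 1.12e-06, and adjusted p = 0.478 with an estimated correlation). Junction and polarity genes were lower in 4 of 28, or 10 adjusted over the list alone (adjusted p = 5.03e-07, and adjusted p = 0.42 with an estimated correlation). Epithelial transcription factors were lower in 2 of 18, or 5 adjusted over the list alone (adjusted p = 0.000205, and adjusted p = 0.458 with an estimated correlation). Suprabasal genes were lower in 2 of 29 (adjusted p = 0.00016, and adjusted p = 0.478 with an estimated correlation). That call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.336). In that library Krt1, chosen after its values were seen, was at 167 FPKM, against 1.17 and 21.7 in the other in vitro libraries.

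Interferon response genes were lower in in vivo iSEPs in 1 of 20 cases, or 4 adjusted over the list alone (adjusted p = 2.09e-08, and adjusted p = 0.478 with an estimated correlation). Immediate early genes were lower in 3 of 16, or 5 adjusted over the list alone (adjusted p = 8.16e-05, and adjusted p = 0.458 with an estimated correlation, highest 0.527). Fos was at 14.1 ± 4.56 against 39.3 ± 1.17 (adjusted p = 0.0126), with 0.0589 without the in vitro iSEPs of mouse 3. Imprinted genes were lower in 1 of 14, or 3 adjusted over the list alone (adjusted p = 0.0141, and adjusted p = 0.478 with an estimated correlation). That call was lost without the in vitro iSEPs of mouse 2 (adjusted p = 0.0543) or the in vivo iSEPs of mouse 1 (0.576, the highest).

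Glycolysis and hypoxia genes ran up in in vivo iSEPs with 1 of 22 higher, or 3 adjusted over the list alone (adjusted p = 1.93e-05, and adjusted p = 0.458 with an estimated correlation). TGF beta and YAP targets ran up with 2 of 20 higher, or 3 adjusted over the list alone (adjusted p = 0.000649, and adjusted p = 0.478 with an estimated correlation). That call was lost without the in vivo iSEPs of mouse 3 (adjusted p = 0.128). Endothelial and pericyte markers ran up with 1 of 4 higher, or 2 adjusted over the list alone (adjusted p = 0.022, and adjusted p = 0.42 with an estimated correlation). The call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.0599) or the in vivo iSEPs of mouse 1 (0.106) or 3 (0.0541).

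Cell cycle genes ran up in in vivo iSEPs with 0 of 35 called and 0 at an unadjusted limma p under 0.05 (camera adjusted p = 0.036, and adjusted p = 0.777 with an estimated correlation). This call was lost without the in vitro (adjusted p = 0.219) or the in vivo iSEPs of mouse 2 (0.0915). It was also lost with median scaling (adjusted p = 0.0766), quantile normalization (0.0791), and a pseudocount of 0.1 (0.0865), and without mouse 1, where the list ran down (0.272). By fry, a test against no change, it had 0.739. Without the in vivo iSEPs of mouse 1 the list ran down (adjusted p = 0.0286), and without those of mouse 3 it ran up with adjusted p = 2.41e-14. The proliferation gene Mki67, chosen after its values were seen, was at 32.5, 10.5 and 1.57 FPKM in the in vivo iSEPs of mice 1, 2 and 3.

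Wound and stress keratins ran down in in vivo iSEPs with 0 of 8 called and 1 at an unadjusted limma p under 0.05 (adjusted p = 0.00472, and adjusted p = 0.458 with an estimated correlation). The call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.0541) or the in vivo iSEPs of mouse 3 (0.0533). Inflammatory genes ran down with 1 of 20 lower (adjusted p = 0.0412, and adjusted p = 0.543 with an estimated correlation). Their call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.498) or the in vivo iSEPs of mouse 1 (0.779, the highest) or 2 (0.117), and with a filter at 5 FPKM (0.057). Without mouse 1 they ran up (adjusted p = 0.73). Ribosomal protein genes ran down with 0 of 26 called and 0 at an unadjusted limma p under 0.05 (adjusted p = 0.0262, and adjusted p = 0.735 with an estimated correlation), and up without mouse 3 (adjusted p = 0.823, the highest). The call was lost without the in vitro iSEPs of mouse 1 (adjusted p = 0.592) or the in vivo iSEPs of mouse 3 (0.657).

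Over all genes limma called 201 between in vivo and in vitro iSEPs, 84 higher and 117 lower, with 1845 at an unadjusted p under 0.05. The groups of 15% of genes did not overlap, where chance gives 10%. With the mouse number as a block 128 were called, 62 higher and 66 lower, of which 118 were shared with the 201. Of the lists past the threshold the block left 3 in place of 8 mesenchymal and fibroblast genes, 2 of 4 junction genes, 2 of 3 immediate early genes, and 1 of 2 each for epithelial transcription factors and suprabasal genes. The single calls among interferon, imprinted, inflammatory and glycolysis genes were lost, while these list tests still passed with the block (highest adjusted p = 0.0325). The balance turned to 212 higher and 147 lower without the in vivo iSEPs of mouse 1, and was 104 and 256 without those of mouse 3 and 123 and 120 with quantile normalization. The count was 49 with weights by group and 1 with these 6 libraries alone. It was 353 and 58 without the in vitro iSEPs of mouse 2 or 3, and 359, 71 and 360 without the in vivo iSEPs of mouse 1, 2 or 3. Without mouse 2 or 3 it was 2 and 74. Without mouse 1 the list calls of suprabasal (adjusted p = 0.443), imprinted (0.495), immediate early (0.527) and ribosomal protein genes (0.438) and endothelial markers (0.404) were lost. So were those of imprinted (adjusted p = 0.0706) and inflammatory genes (0.0758) without mouse 2, and of TGF beta targets (0.478) and wound keratins (0.198) without mouse 3.

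Individual in vitro libraries stood apart by chromosome, in a comparison chosen after the data were seen. In the in vitro iSEPs of mouse 3, the 536 genes of chromosome 4 had a median log2 deviation of -0.303 from the other 8 epithelial libraries. Random lists of genes, 10000 of them, gave -0.056 to 0.061. Medians were -0.234 on chromosome 6, which carries the Hoxa genes, -0.167 on chromosome 2 and -0.142 on chromosome 3, and Hoxa9 was at 2.77 FPKM in that library against 8.49 and 8.39. Chromosome 18 stood at 0.196 in the in vitro iSEPs of mouse 2, and chromosomes 15 and 6 at -0.123 and 0.116 in those of mouse 1. The largest deviation of an in vivo library was -0.074 (mouse 3, chromosome X), within its random range of -0.122 to 0.126. Just beyond their random ranges, chromosome 4 stood at 0.053 in the in vivo iSEPs of mouse 2 and at 0.047 and 0.046 in the keratinocytes of mice 2 and 3, against means that include the low library. The Y-linked gene Ddx3y was at 0.166 FPKM in the in vitro iSEPs of mouse 3 and at 12.1 or more in the other libraries of mice 2 and 3. Xist was at 28.7 or more in the libraries of mouse 1 and at most 0.02 elsewhere.

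**Figure D5:**
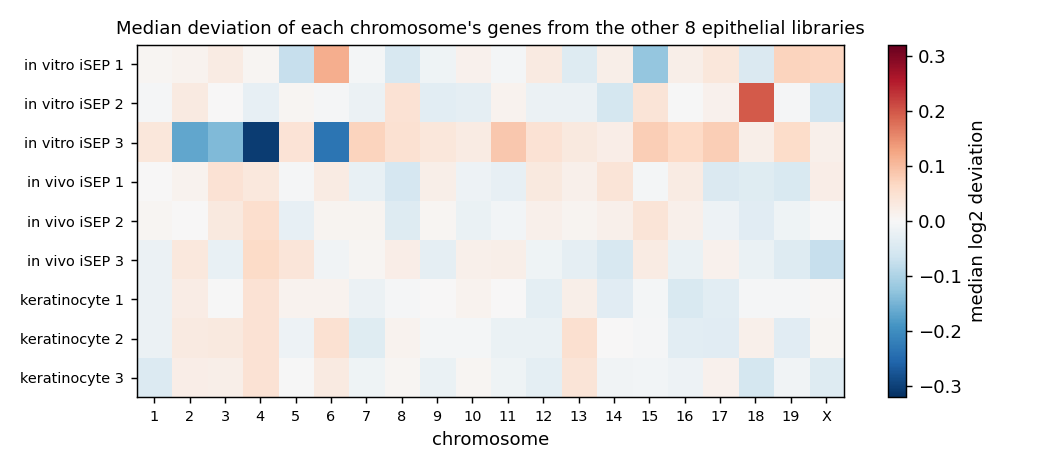
Heat map of the median log2 deviation of the genes of each chromosome (1 to 19 and X) in each of the 9 libraries of iSEPs and keratinocytes from the other 8. Chromosome 4 in the in vitro iSEPs of mouse 3 has the largest deviation, -0.303.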

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

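Of the alternatives counted here, only the fit with weights by group was chosen after the results were seen. Among genes limma called between both kinds of iSEP, the kinds were called in opposite directions against ADSCs for 5 and against keratinocytes for 3. They are given as log2 changes with mean FPKM (n = 3), without an explanation, and each difference lost its call with the 6 iSEP libraries alone and without mouse 2. How often the calls against the other group were lost is given first for in vitro, then for in vivo iSEPs.

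AI464131 fell by 0.63 in in vitro and rose by 0.62 in in vivo iSEPs against ADSCs (2.24 and 6.67 FPKM against 3.9), a difference of 1.254 (adjusted p = 0.0255) lost in 6 of 18 alternatives, among them without the in vitro iSEPs of mouse 3 (0.0852). Its calls against ADSCs were lost in 9 and 15 of 18, in in vivo iSEPs also with the mouse number as a block. Adjusted p was 0.0539 to 0.142 without any ADSC library, the in vitro iSEPs of mouse 3 or the in vivo iSEPs of mouse 1 or 3. For Ccdc125 the changes were -0.57 and 0.44 (0.0463 and 1.12 FPKM against 0.554), with a difference of 1.015 (adjusted p = 0.00958) lost in 4 of 17 alternatives. Its calls were lost in 1 and 8, with 0.0516 to 0.0824 without the ADSCs or the in vivo iSEPs of mouse 2. Fam49a had -0.54 and 0.39 (1.39 and 3.59 FPKM against 2.49), a difference of 0.932 (adjusted p = 0.0134) lost in 6 of 17, among them without the in vitro iSEPs of mouse 3 (0.059). Its calls were lost in 2 and 14, in in vivo iSEPs also with the block. Without the ADSCs of mouse 1 or 2 or the in vivo iSEPs of mouse 1 or 3 it had 0.117 to 0.142. Optc, which codes for opticin, had -0.79 and 1.53 (0.275 and 5.51 FPKM against 1.21), a difference of 2.311 (adjusted p = 0.0019) lost in 2 of 17. Its calls were lost in 5 and 0, with 0.0672 to 0.0686 without the ADSCs of mouse 1 or the in vitro iSEPs of mouse 3. Ulbp1, a stress-induced ligand gene of natural killer cells, had -0.90 and 1.05 (2.76 and 12.9 FPKM against 5.71), a difference of 1.946 (adjusted p = 0.0193) lost in 5 of 18, among them without the in vitro iSEPs of mouse 3 (0.0808). Its calls were lost in 10 and 5, with 0.0528 to 0.149 without any ADSC library, the in vitro iSEPs of mouse 2 or 3 or the in vivo iSEPs of mouse 1.

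Against keratinocytes, Art4 had -1.03 and 1.05 in in vitro and in vivo iSEPs (1.22 and 8.0 FPKM), a difference of 2.08 (adjusted p = 0.00344) lost in 2 of 18 alternatives. Its calls were lost in 7 and 6, with 0.0597 to 0.119 without the in vitro iSEPs of mouse 2 or 3, the in vivo iSEPs of mouse 2 or any keratinocyte library. The mitochondrial calcium uniporter subunit gene Ccdc109b had -0.49 and 0.98 (3.14 and 10.5 FPKM), a difference of 1.47 (adjusted p = 0.00154) lost in 2 of 18. The calls were lost in 13 and 1, with 0.0878 to 0.157 without the in vitro iSEPs of mouse 1 or 3 or any keratinocyte library. The potassium channel gene Kcnn4 went the other way, with 1.25 and -1.63 (27.1 ± 5.16 and 2.97 ± 1.49 FPKM), a difference of -2.873 (adjusted p = 0.00154) lost in 2 of 18. The calls were lost in 7 and 2, with 0.0513 to 0.0655 without the in vitro iSEPs of mouse 2 or 3 or the keratinocytes of mouse 1 or 2.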

How the results depend on the processing

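Weights by group, median scaling of the list tests, and single libraries left out of the list tests and the axis were chosen only after the results were seen. With a 2-fold minimum the genes called came to 3409, 2997 and 3401 for in vitro iSEPs, then in vivo iSEPs, then keratinocytes against ADSCs, and to 688 and 518 for in vitro and in vivo iSEPs against keratinocytes, since fewer genes can pass a second criterion. Leaving out a mouse or a library gave 4295 to 6338, 3486 to 6281 and 3920 to 6322 genes against ADSCs, 193 to 1180 for in vitro and 35 to 1676 for in vivo iSEPs against keratinocytes, and 2 to 360 between both kinds of iSEP. The lowest of each range was the count without mouse 2 (4295, 3486, 3920, 193, 35 and 2), and the highest that without mouse 1 (6338 and 6322), without the in vivo iSEPs of mouse 3 (6281 and 360), without the in vitro iSEPs of mouse 2 (1180) and without the in vivo iSEPs of mouse 1 (1676). Other single libraries that moved a count by more than 1.5 times were, for in vitro iSEPs against keratinocytes, the in vitro iSEPs of mouse 3 (751) and the keratinocytes of mice 1, 2 and 3 (759, 524 and 621). For in vivo iSEPs against keratinocytes they were the in vivo iSEPs of mice 2 and 3 (395 and 1609) and the keratinocytes of mice 1, 2 and 3 (608, 358 and 424). Between both kinds of iSEP they were the in vitro iSEPs of mice 2 and 3 (353 and 58) and the in vivo iSEPs of mice 1 and 2 (359 and 71). Weights by group gave 2521 genes for in vitro iSEPs against keratinocytes and 49 between both kinds of iSEP. With the 6 libraries of the groups alone 424 genes were called for in vivo iSEPs against keratinocytes and 1 between both kinds of iSEP, while the count rose to 2060 for in vitro iSEPs against keratinocytes and to 7745 for keratinocytes against ADSCs. The mouse number as a block gave 128 between both kinds of iSEP and moved no other count of genes by more than 1.5 times. Apart from these constructions the cause was not tested. Where a mouse or a library was left out, the remaining samples were assumed to vary like those of the other groups.

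With an estimated correlation 1, 1 and 3 lists passed against ADSCs and 0, 0 and 0 in the other comparisons, where camera at its preset passed 13, 13, 12, 7, 5 and 14. By fry, a test against no change, 22 lists passed for in vivo iSEPs and 22 for keratinocytes against ADSCs, 3 for in vivo iSEPs against keratinocytes and 3 between both kinds of iSEP. Leaving out a mouse or a library gave 4 to 8 lists for in vitro and 6 to 9 for in vivo iSEPs against keratinocytes, the lowest for in vitro iSEPs without mouse 1 or the in vitro iSEPs of mouse 1. For in vivo iSEPs it came without the in vivo iSEPs of mouse 2 or the keratinocytes of mouse 2 or 3. The list of cell cycle genes, higher in in vivo than in vitro iSEPs (adjusted p = 0.036), turned lower without the in vivo iSEPs of mouse 1 (adjusted p = 0.0286). Over the fits without a mouse or a library its adjusted p ran from 1.36e-14 (mouse 3) to 0.34 (mouse 2), and the cause was not tested. No other list and none of the 648 results of named genes turned past the threshold.

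Of those 648 results, 39 lost and 2 gained a call with the mouse number as a block, 30 and 5 at a pseudocount of 0.1, 35 and 1 at a pseudocount of 5, 72 and 0 without a filter, 16 and 3 with quantile normalization, 35 and 2 with median scaling, and 99 and 7 with the 6 libraries alone. Leaving out mouse 1, 2 or 3 lost 91, 205 and 131. Of 186 list results 0 lost and 1 gained a call with the block (cell cycle genes of in vitro iSEPs against ADSCs). With no 2-fold minimum 4612 genes reached the keratinocyte level in in vitro iSEPs and 380 had not moved, and 4591 and 285 in in vivo iSEPs, since more genes enter the classes. Leaving out a mouse gave 65 (without mouse 2) to 168 (without mouse 1) genes not moved in in vitro iSEPs, where 216 were counted, and 12 (without mouse 2) to 242 (without mouse 1) in in vivo iSEPs, where 169 were counted. On the axis the exact permutation p for in vivo against in vitro iSEPs ran from 0.2 to 0.8. Depth limits genes near 1 FPKM, which rest on few reads.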

Other observations

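Tests of leftover stromal cells, keratinocytes, body position, sex, the Y chromosome and chromosome 4 were chosen only after the results were seen. The splits of the samples were planned.

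The cytokine gene Il18 was at 144 ± 71.1 FPKM (SD, n = 3) in in vitro iSEPs, against 3.66 ± 0.407 in ADSCs (log2 4.80, adjusted p = 4.18e-06) and 10.7 ± 5.56 in keratinocytes (log2 3.58, adjusted p = 0.000943), and both calls held in all 18 alternatives. The neuronal stathmin gene Stmn2 went the other way, at 0.658 ± 0.27 in in vitro and 0.855 ± 0.623 in in vivo iSEPs against 9.59 ± 1.31 in keratinocytes (adjusted p = 0.000243 and 0.000339), in a list of neural and glial markers where 2 and 3 of 5 were lower, or 3 and 3 with 0 and 1 higher adjusted over the list alone (camera adjusted p = 0.0739 and 0.1). Among Wnt pathway genes 3 of 18 were higher and 2 lower in in vitro iSEPs than in keratinocytes, or 4 and 2 adjusted over the list alone (camera adjusted p = 0.367), and 3 higher in in vivo iSEPs, or 3 with 1 lower adjusted over the list alone (camera adjusted p = 0.129). The ligand gene Wnt7a was at 8.73 ± 1.62 in in vivo iSEPs against 1.69 ± 0.264 in keratinocytes (adjusted p = 0.000832, or 0.0707 without mouse 2).

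Stromal genes in in vitro iSEPs are the first pattern weighed, and leftover unchanged ADSCs are a candidate explanation. Of 30 genes outside the list, abundant in ADSCs and low in keratinocytes, the median stood in in vitro iSEPs at 1.73% of the ADSC level (0.373%, 2.52% and 1.57% for mice 1, 2 and 3). The 15 list members higher than in keratinocytes would need a median share of ADSCs of 1.35%, from 0.517% for Col1a1 to 15.6% for Mmp2, and no share is enough for Ly6a; 7 lie above 4.66%, but all were chosen for being higher, which favours large shares. Of the 30 genes 70% reached 0.5 times that median, so for these members as a set leftover cells and incomplete silencing cannot be told apart, because the 30 genes spread from 0.0544% to 4.66% (percentiles 10 and 90). The labels name no sort of the iSEP cultures that would remove stromal cells, and incomplete silencing itself was not tested.

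Hox genes lower in in vivo than in in vitro iSEPs (Hoxa7, Hoxa9, Hoxa10, Hoxc9 and Hoxc10; Hoxa7 chosen after its values were seen) are the second. Leftover ADSCs in the in vitro cultures would have to make up a median of 53%, and 0% of the 30 ADSC genes reached 0.5 times that, which argues against them. Keratinocytes had 3590 genes of at least 20 FPKM. Of these 39, 53 and 12 were under 10% of that level in the in vivo iSEPs of mice 1, 2 and 3. Each keratinocyte library set against the other 2 had 1. This argues against in vivo cultures made up of these back-skin keratinocytes, while others were not tested. A different body position of the cells converted in the animal stays open. Of 21 Hox genes reaching 1 FPKM in ADSCs, 13 did so in in vivo iSEPs, 17 in in vitro iSEPs and 14 in keratinocytes. Silencing during conversion would also allow this. Of Hox genes under 1 FPKM in ADSCs, 2 reached it in in vivo and 1 in in vitro iSEPs. Site, which may differ between the converted tissue and the ADSCs, is confounded with the groups.

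The in vitro iSEPs of mouse 3 are the third, with Y-linked genes near 0 and chromosome 4 genes low. A female animal is argued against by Xist, at 0.0558% of its lowest level in the libraries of mouse 1. Loss of the Y chromosome in culture has the values it needs, since the highest of the 4 Y-linked genes was at 0.844% of its mean in the other libraries of mice 2 and 3, although a cell line of another animal without Xist stays open. Fewer copies of chromosome 4 in part of the cells have the values they need. Its medians were -0.326 and -0.291 along its first and second parts, with 85.4% of 536 genes below 0. Chromosome 6 was also low along both parts (-0.226 and -0.246), whereas chromosomes 3 (-0.309 and 0.001) and 2 (-0.045 and -0.234) were low along 1 part. These may be changes that cells acquired in culture, a hypothesis that DNA copy number would test.

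Each comparison of 3 against 3 has 10 splits, too few for a share under 0.05, and in each the real split alone, 1 of 10, called as many genes. The other splits called 0 genes by limma in 5 comparisons, where the real ones called 6657, 5888, 6616, 1403 and 925. Between in vivo and in vitro iSEPs the real split called 201 and the highest other 145, which set the in vitro iSEPs of mouse 1 and the in vivo iSEPs of mice 1 and 2 against the rest. Among splits that also part all 3 pairs of the same mouse number the highest other called 5.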
